A study of Mus musculus with 6 samples. Its data were reported in "Zfp335 establishes eTreg lineage and neonatal immune tolerance by targeting Hadha-mediated fatty acid oxidation" (2023).

How the data were processed

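Bulk RNA-Seq had been done on CD4+YFP+CD25+ Tregs sorted from 3 WT (Foxp3Cre) and 3 KO (Foxp3Cre Zfp335fl/fl) mouse samples. Tregs are CD4+ T cells that express the transcription factor Foxp3 and restrain other T cells. In KO mice, Cre recombinase made from the Foxp3 locus deletes the floxed Zfp335 gene in these cells, and YFP made from the same locus marks them. The labels gave the genotype and a replicate number for each sample, and they disagreed on whether the cells came from lymph nodes or spleen. Per the study's methods, the mice were 2 weeks old. Whether a sample came from 1 mouse or from several was not stated.

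Per the study's methods, reads were filtered with SOAPnuke, aligned to the mouse genome mm10 with HISAT2 keeping 1 alignment per read, and quantified per gene with StringTie. The authors deposited a single table of whole-number counts per gene for the 6 samples, without normalization. How the whole numbers were obtained, whether the counting used the strand of the reads, and which gene annotation was used were not stated. The table had 13709 gene rows with 13680 different symbols, and the smallest sum of a gene over the 6 samples was 60, so genes with low counts had been removed before deposition. Keeping 1 alignment per read can assign reads of near-identical genes to the wrong copy, and counting without strand can assign reads of an overlapping gene to its neighbor. Named genes with a near-identical copy or an overlapping protein-coding gene are given as uncertain.

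Positions and neighboring genes came from the RefSeq annotation of GRCm38.p6, the assembly that mm10 denotes. It held 99.92% of the symbols of the table. Transcript lengths and GC content came from GENCODE M21 transcripts for 97.87% of the genes.

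Differential expression was tested with R 4.3.3 and edgeR 4.0.16 on the deposited counts. Genes with low counts were removed with filterByExpr at its minimum count of 10, libraries were scaled by the trimmed mean of M values (TMM), and the quasi-likelihood F-test (glmQLFit and glmQLFTest) compared KO with WT over all 6 samples with no covariate. Its p-values are two-sided and were adjusted by the Benjamini-Hochberg method over all genes tested. The standard error (SE) of a log2 fold change was its size divided by the square root of F. A gene was called when its fold change was above 1.5, its p under 0.05, and its adjusted p under 0.1, which are the study's cutoffs. The study's own test, DESeq2, was the first alternative (version 1.42.0). Expression is given as CPM, the count of a gene relative to the TMM-scaled library total, as mean ± SD over 3 samples per genotype.

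Gene lists were tested against all other genes with camera from limma 3.58.1 on log2 CPM values, two-sided, with an inter-gene correlation of 0.01 and Benjamini-Hochberg adjustment over 11 lists. A list was called when its adjusted p was under 0.05. The first 4 lists held the Treg, Th1, Th2 and Th17 genes that the study showed as differing in these samples, so a difference in them shows no stability. The next 5 lists held target candidates of Zfp335 and markers of Treg subsets that the study took from single-cell data. The last 2 lists, nuclear oxidative phosphorylation (OXPHOS) genes and fatty acid oxidation (FAO) genes, were written from general knowledge. The study's own gene set collections were not used here. Lists of cell cycle, interferon response, Y-linked and cell type marker genes were tested for the closing section. The samples, tests, lists, cutoffs and the alternatives listed first below were chosen before the data were examined. The mitochondrially encoded genes and the X genes that escape inactivation were listed after the counts were seen.

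Genes named in the text are Zfp335, members of these lists, and the 5 largest rises and 5 largest falls among called genes with a mean of at least 5 CPM and no overlap between the KO and WT values. Lars2 was chosen after its values were seen. Some members of the lists are not reported here. Genes that overlap or resemble a named gene are given only as sources of uncertainty.

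The procedure was tested on simulated counts for 13594 genes, of which 200 were changed by known fold changes. edgeR called 79.0% of the changed genes, and 12.7% of its calls were unchanged genes. DESeq2 called 88.0%, and 20.4% of its calls were unchanged genes. The nominal share at the adjusted p used was 10%, and a single simulation was run. It changed far fewer genes than were called in the real data and gave both genotypes the same spread. These shares may therefore not hold for the real calls.

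The total count per sample ranged from 32032631 to 40728419. At these depths the smallest level that can be told from 0, taken as 3 counts, was 0.0747 to 0.0913 CPM. Where every WT sample was at or under 3 counts, fold changes were computed against this floor and are lower bounds. Medians of gene lists use the fold changes fitted by the model, which are not bounded in this way, and the median with bounds is given beside them where it differs. The floor covers counting error only, since PCR copies are not independent molecules.

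Other settings tried were DESeq2, relative log expression (RLE) scaling, library totals alone as scaling, no filter on low counts, a minimum of 10 counts in every sample, other cutoffs, glmTreat against a fold change of 1.5, fry in place of camera, leaving out each sample in turn, and a replicate block. The block pairs samples by the replicate numbers 1 to 3, which come from the sample titles and are shared by WT and KO. Offsets for GC content and length (a lowess fit per sample with a span of 0.3), the same offsets with the block, and counts thinned to the smallest library total were added after the data were examined. Figures were drawn with Python 3.11.15 and matplotlib 3.10.9. Genes of X inactivation were not analysed here.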

Results

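To compare the transcriptomes of Tregs with and without Zfp335, RNA-Seq counts of CD4+YFP+CD25+ Tregs from 3 WT and 3 KO samples were analyzed. Per the study, KO mice develop systemic inflammation early in life. Effects of Zfp335 loss within Tregs and of inflammation cannot be told apart in these samples. In heterozygous females without inflammation, the study found most Treg and Th signature genes nearly unchanged. It attributed the lost Treg signature and the proinflammatory features to inflammation. WT replicates 1 to 3 held 35514106, 32032631 and 33983649 counts, and KO replicates 1 to 3 held 37000688, 40728419 and 35757592. TMM scaling factors lay between 0.98 and 1.037. Of the 13709 genes in the table, 13594 passed the low-count filter and were tested, and 115 were removed.

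Replicates of one genotype were compared before they were averaged. In each pair of samples the counts of a gene were tested by chi-square against the ratio of the library totals, and the median over genes was divided by the median expected from sampling noise alone. This ratio was 5.27 to 6.07 for the 3 KO pairs and 10.07 for WT replicates 1 and 2. It was 26.26 and 25.82 for the pairs of WT replicate 3 with WT replicates 1 and 2, and 46.17 to 53.02 between genotypes. No pair agreed within sampling noise, so no sample was treated as a repeat of another. The biological coefficient of variation was 0.070 within KO, 0.263 within WT, and 0.126 for WT replicates 1 and 2 alone. The first principal component of log2 CPM held 63.3% of the variance and separated the genotypes. The second held 18.4% and separated WT replicate 3, at -58.9, from WT replicates 1 and 2, at 22.1 and 34.4. Sequencing batches were not given in the labels, so no comparison could be repeated within batches.

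**Figure D1:**
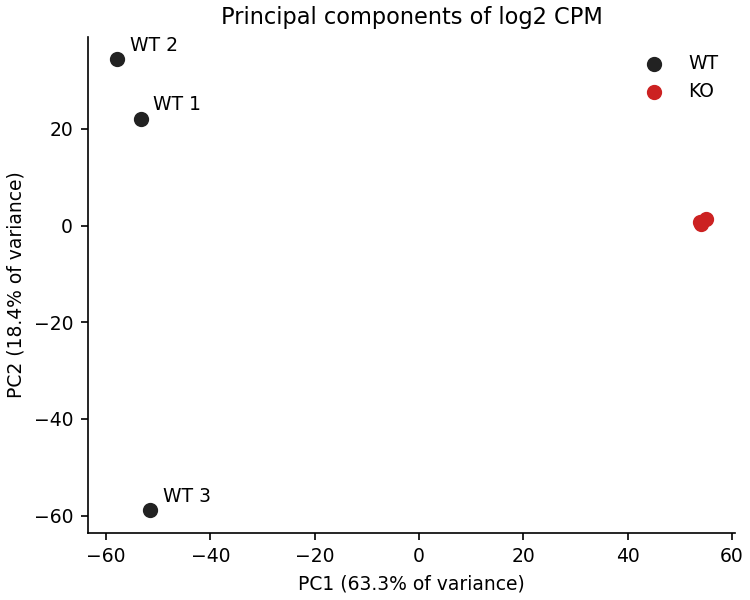
Principal components of log2 CPM in the 6 samples, with component 1 on the x axis (63.3% of the variance) and component 2 on the y axis (18.4%). Each point is a sample; the 3 KO samples lie between 53.9 and 55.0 on component 1, the 3 WT samples between -57.9 and -51.5, and WT replicate 3 lies apart on component 2 at -58.9.

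The targeted gene was examined first. Zfp335 lies on chromosome 2 at 164891882 to 164912585 (mm10), where it overlaps the long noncoding RNA gene Zfp335os. Its expression was 101.3, 94.3 and 103 CPM in WT replicates 1 to 3, and 37.0, 37.9 and 40.2 CPM in KO replicates 1 to 3. The mean was 99.4 ± 4.50 CPM (SD, n = 3) in WT and 38.3 ± 1.66 CPM (SD, n = 3) in KO, so that KO retained 38.6% of the WT level. The log2 fold change was -1.37 (SE 0.07, edgeR adjusted p 2.14e-05), and every KO sample was below every WT sample, in the direction that the labels give. Among the alternatives, offsets for GC content and length moved this value most, to -1.14. Counts per gene do not show which exons the remaining reads came from.

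Between KO and WT Tregs, 3318 genes (24.4% of those tested) passed the cutoffs. Of these, 1618 genes were higher and 1700 were lower in KO, and 10276 genes were not called. The groups did not overlap for 3259 of the called genes. Over all genes tested, 7309 (53.8%) had no overlap between groups, against 10% by chance. With no cutoff on fold change, 6390 genes had an edgeR adjusted p under 0.1. The median log2 fold change of all genes was -0.04. DESeq2 with the same cutoffs called 3370 genes, and 3225 of the edgeR calls (97.2%) were called by DESeq2 in the same direction. The number of calls depended most on the cutoff, with 5244 genes at an adjusted p under 0.05 with no fold cutoff, and 1686 when glmTreat tested against a fold change of 1.5. The share of calls that were higher in KO was 48.8%, and it was 56.7% with offsets for GC content and length, which gave 1823 higher and 1395 lower genes.

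**Figure D2:**
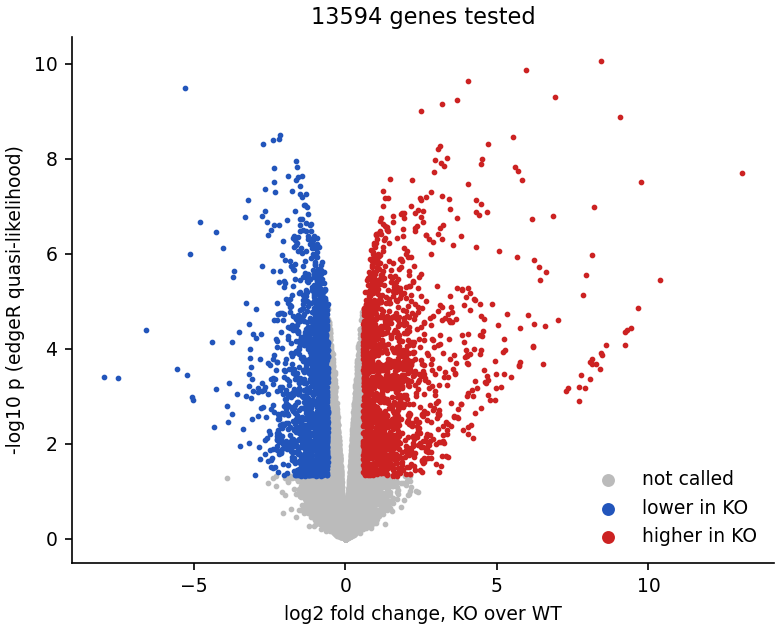
Log2 fold change of KO over WT (x axis) against -log10 of the edgeR p-value (y axis) for 13594 genes. Each point is a gene; red points are the 1618 genes called higher in KO, blue points the 1700 called lower, and gray points the 10276 that were not called. For 52 called genes with a genotype at or under 3 counts in every sample, the plotted fold change is a model estimate.

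By the fold changes fitted by the model, the 5 largest rises were in Il5, Ptgdr2, Il13, Klrc1 and Ifitm1. The places of Il5 and Ptgdr2 rest on these fitted values, since their counts in WT allow only lower bounds. Il5 had no count in any WT sample and reached 30.3 ± 1.99 CPM in KO, which was at least 332-fold higher (adjusted p 9.14e-06). Ptgdr2 was at least 124-fold higher, at 11.3 ± 0.18 CPM in KO (adjusted p 1.08e-05). Il13 rose from 0.239 ± 0.174 to 127 ± 7.33 CPM, a log2 fold change of 9.07 (SE 0.28, adjusted p 2.04e-06). Klrc1 rose from 0.107 to 38.1 CPM and Ifitm1 from 1.07 to 312.5 CPM, with log2 fold changes of 8.43 and 8.22. The 5 largest falls were in Apol9b, Npas4, Apol9a, Prg4 and Ptpn5, with log2 fold changes of -5.28, -5.13, -4.81, -4.39 and -4.28. Apol9b fell from 62.6 ± 1.80 to 1.60 ± 0.27 CPM (adjusted p 1.13e-06). Prg4 was uneven in WT, at 12.7, 13.9 and 45.4 CPM in replicates 1 to 3, but each was above the KO mean of 1.14 CPM. Apol9a and Apol9b, both on chromosome 15, are near-identical copies, Klrc1 resembles Klrc2, and Ifitm1 has close relatives, so reads of these genes may have been assigned to the wrong copy. Ptgdr2 overlaps Ccdc86 and Prg4 overlaps Tpr, and their counts are uncertain for that reason.

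To see whether genes that mark Treg identity differed, the 25 Treg signature genes named by the study were compared. All 25 were lower in KO and 24 were called, the same number when p was adjusted over the list alone. The median log2 fold change was -1.14, and the list stood apart from other genes (camera adjusted p 4.08e-14). The study showed these genes because they differed in these same samples, so this p-value is not independent evidence. Single values ranged from -3.22 for Sp6 to -0.45 for Cdk5, the gene that was not called because its fold change was under 1.5. Nt5e, which encodes CD73, fell from 358 ± 23.3 to 68.6 ± 4.54 CPM (log2 fold change -2.38, SE 0.08, edgeR adjusted p 4.29e-06). Ikzf2, which encodes Helios, fell from 704 ± 55.0 to 326 ± 10.3 CPM (log2 fold change -1.11, SE 0.08, adjusted p 6.07e-05). Foxp3, on chromosome X at 7579676 to 7595243, fell from 857 ± 292 to 465 ± 6.48 CPM (log2 fold change -0.88, SE 0.21, adjusted p 0.0122). WT replicate 3 had 1190 CPM of Foxp3 against 738 and 642 CPM in WT replicates 1 and 2. Without WT replicate 3 the log2 fold change of Foxp3 was -0.57, just under the fold cutoff, at an adjusted p of 1.27e-06. Foxp3 overlaps Ccdc22, Cdk5 overlaps Abcb8 and Asic3, Itga4 overlaps Cerkl, and Tcf7 overlaps Skp1, so part of their counts may belong to these neighbors.

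**Figure D3:**
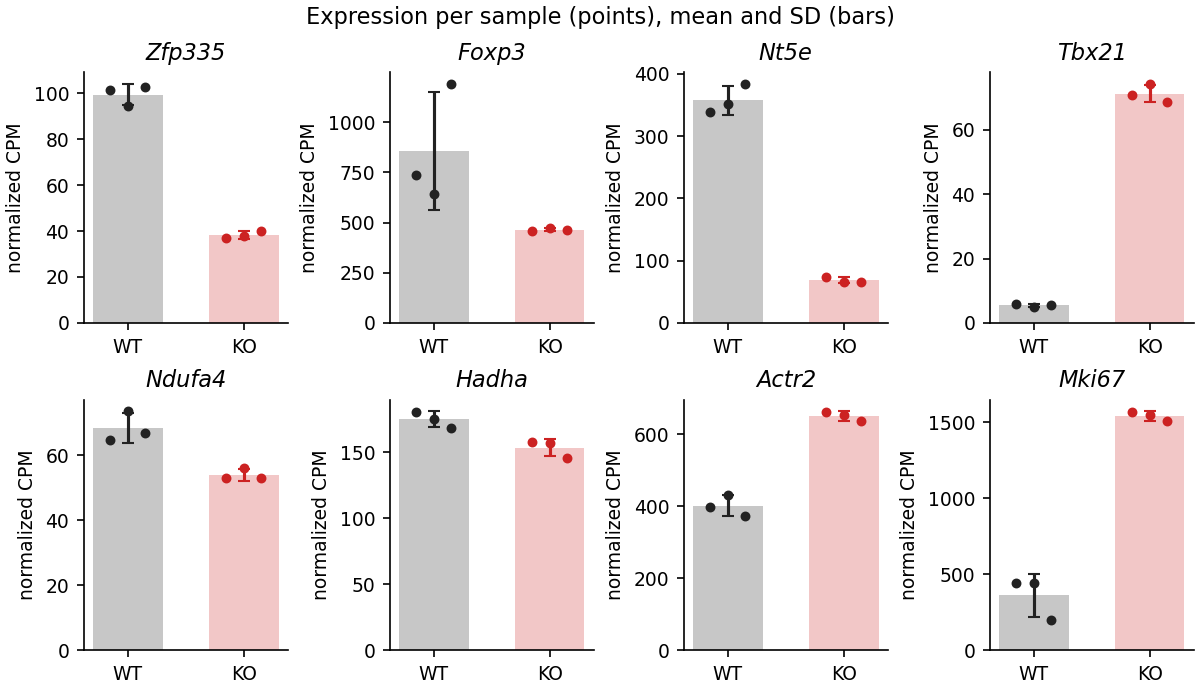
Normalized expression (y axes, CPM) of 8 genes in WT (black) and KO (red) Tregs. Points are samples in replicate order, bars are means of 3 samples, and error bars are SD; Zfp335, Foxp3 and Nt5e were lower in KO, Tbx21, Actr2 and Mki67 were higher, and the shifts of Ndufa4 (from 68.4 to 54.0 CPM) and Hadha (from 175 to 154 CPM) were small.

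Genes of conventional helper T cells were compared next. The Th1, Th2 and Th17 lists were also shown by the study as differing in these samples, so their camera p-values have the same limit. In the Th1 list, all 5 genes were higher in KO and 4 were called (median log2 fold change 3.69, camera adjusted p 0.000112). Tbx21, which encodes T-bet, rose from 5.51 ± 0.51 to 71.3 ± 2.73 CPM (log2 fold change 3.69, SE 0.10, edgeR adjusted p 1.31e-06). Ifng rose from 3.65 ± 0.95 to 84.0 ± 1.04 CPM (log2 fold change 4.52, SE 0.18, adjusted p 7.11e-06). Il12rb2, which overlaps Serbp1, had 0.245, 0.305 and 3.30 CPM in WT replicates 1 to 3 and 94.0 ± 1.17 CPM in KO. In the Th2 list, all 4 genes were called higher (camera adjusted p 3.76e-05). The median of the fitted log2 fold changes was 6.86, and at least 6.52 when Il5 entered at its lower bound. Il4, Il5 and Il13 lie within 1 cluster on chromosome 11, between 53612460 and 53725103. Il4 rose from 0.338 to 8.65 CPM, and Gata3 from 142 ± 8.45 to 244 ± 18.8 CPM (log2 fold change 0.78, SE 0.08, adjusted p 0.000385). With at least 10 counts required in every sample, the Th2 list lost its 3 cytokine genes, and its median was 0.79 (adjusted p 0.126). In each of the first 2 lists, adjustment over the list alone gave the same number of calls.

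The Th17 list was mixed. Il17a and Il17c were below the low-count filter, at 0.476 and 0.494 CPM in KO, and were not tested. Of the 6 genes tested, 5 were higher and 3 were called, Ccl1, Ccl22 and Csf2, also when p was adjusted over the list alone (median log2 fold change 1.01, camera adjusted p 0.0219). Csf2, which encodes GM-CSF, rose from 0.0944 to 9.76 CPM (log2 fold change 6.61, SE 0.54, edgeR adjusted p 0.000127). Il17f, at 0.720 ± 0.783 CPM in WT and 1.01 ± 0.43 CPM in KO, did not differ beyond the spread between replicates (edgeR adjusted p 0.662), and without WT replicate 3 it was called higher, at a log2 fold change of 1.87 (adjusted p 0.0266).

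**Figure D4:**
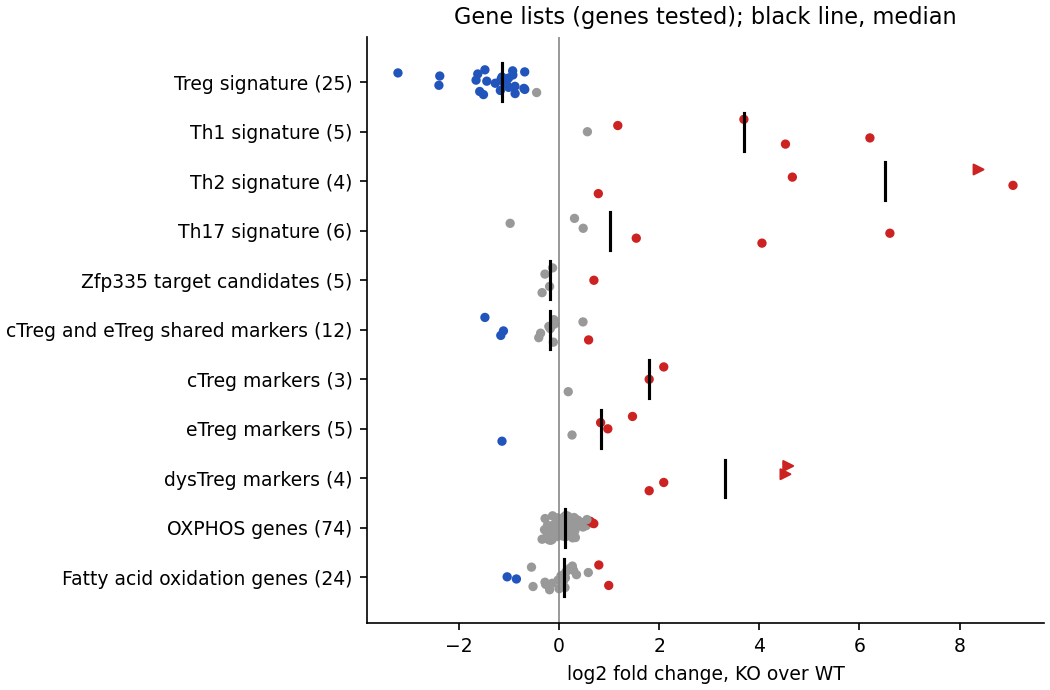
Log2 fold change of KO over WT (x axis) for the genes of 11 lists, with the number of genes tested in brackets. Each point is a gene, colored red if called higher in KO, blue if called lower and gray if not called, triangles are lower bounds for genes at or under 3 counts in every WT sample, and black lines are medians with these bounds, which run from -1.14 for the Treg signature to 6.52 for the Th2 signature.

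To address whether the target candidates of Zfp335 in metabolic pathways differed, the 5 genes named by the study were compared. The study chose them by comparing WT with KO within resting Tregs and within effector Tregs. It also reported them lower in Zfp335-deficient Tregs of tamoxifen-treated mice and of heterozygous females. Here Tregs of all subsets were measured together, in KO mice that develop inflammation. The values below therefore cannot decide whether these genes fell within a subset. As a list the 5 genes did not stand apart from other genes (median log2 fold change -0.19, camera adjusted p 0.429), with 4 genes lower and 1 higher. Hadha, on chromosome 5 at 30119423 to 30154980, encodes the alpha subunit of the mitochondrial trifunctional protein of FAO. It was 175 ± 6.08 CPM in WT and 154 ± 6.41 CPM in KO (log2 fold change -0.19, SE 0.07, edgeR p 0.0214, adjusted p 0.0543), so KO had 87.7% of the WT level. Each KO sample was below each WT sample, and the change was smaller than the fold cutoff. Ndufa4 (log2 fold change -0.34, SE 0.08, adjusted p 0.0104) and Suclg1 (log2 fold change -0.28, SE 0.09, adjusted p 0.0431) were also lower by less than the cutoff. Atp5l did not differ beyond the spread between replicates (log2 fold change -0.13, adjusted p 0.295). Actr2, on chromosome 11 at 20062304 to 20112951, was called higher, at 401 ± 29.2 CPM in WT and 650.2 ± 13.3 CPM in KO (log2 fold change 0.70, SE 0.07, adjusted p 0.000391). When p was adjusted over the list alone, Actr2 was again the gene called.

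The wider lists of nuclear OXPHOS and FAO genes were then examined. Of 74 OXPHOS genes tested, 50 were higher and 24 were lower in KO, with a median log2 fold change of 0.11 (camera adjusted p 0.0219). The genes called were Cycs, Cox5a and Cox7a2, all higher, with log2 fold changes of 0.69, 0.67 and 0.62. Adjustment over the list alone gave the same 3 calls. Under fry the list was not past the threshold (adjusted p 0.132). Cycs has processed pseudogenes and Cox7a2 overlaps Tmem30a, so their counts are uncertain. The FAO list did not stand apart under camera (24 genes, median log2 fold change 0.10, adjusted p 0.429). Acadl and Acsl5 were called higher, at log2 fold changes of 0.99 and 0.79, and Decr1 and Eci1 lower, at -1.04 and -0.85, with the same number of calls over the list alone. Hadhb, the neighbor and partner of Hadha, had 84.5 ± 7.03 CPM in WT and 84.5 ± 3.06 CPM in KO.

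Markers of Treg subsets were compared last. Of 12 markers shared by cTregs and eTregs, 10 were lower in KO (median log2 fold change -0.19, camera adjusted p 0.0676). Tox, Cd27 and Ikzf2 were called lower, at log2 fold changes of -1.48, -1.16 and -1.11, and Il2rb was called higher, at 0.59. Il2rb lay close to the fold cutoff. It was under it with library totals alone (0.559) and without WT replicate 1 (0.495), WT replicate 2 (0.454) or KO replicate 2 (0.579). Among 3 cTreg markers, Mki67 and Top2a were called higher and Ccr7 was not called (median log2 fold change 1.80, camera adjusted p 0.0676). Mki67 rose from 362 ± 141 to 1541 ± 31.5 CPM (log2 fold change 2.09, SE 0.28, edgeR adjusted p 0.00101). Among 5 eTreg markers, Nrp1 was called lower (log2 fold change -1.14), Cxcr3, S100a4 and S100a6 were called higher (0.97, 0.83 and 1.47), and Icos was not called (0.26). The eTreg list did not stand apart (median log2 fold change 0.83, camera adjusted p 0.111). All 4 dysTreg markers were called higher (camera adjusted p 0.000783). The median of the fitted log2 fold changes was 5.66, which rests on genes with no count in WT, and it was at least 3.31 when S100a8 and S100a9 entered at their lower bounds. Of these, Mki67 and Top2a are also in the cTreg list. S100a8 and S100a9 had no count in any WT sample and reached 2.10 ± 0.76 and 2.18 ± 0.47 CPM in KO, which was at least 23.0-fold and 23.9-fold higher. In these 4 lists the calls had the same number when p was adjusted over each list alone.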

Values the study reported

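The study reported 3,072 genes that differed between WT and KO Tregs at a fold change above 1.5 and P below 0.05. It counted 1,580 of them as upregulated and 1,492 as downregulated, with 11,253 genes unchanged. Together these are more genes than the deposited table has rows, so the study's counts and those above do not cover the same genes. The study's methods also give an adjusted P below 0.1 as a cutoff.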

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

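The Treg signature list stayed lower in KO and past the threshold under every alternative run, with medians from -1.18 to -1.03, and the Th1 list stayed higher, from 2.44 to 3.88. Both lists were chosen by the study from these same samples, so this bears on the processing only. Zfp335 stayed called in every fit, between -1.42 and -1.14. The Zfp335 target candidates were past the threshold in none, with medians from -0.23 to -0.10. Across DESeq2, RLE scaling, library totals alone, no filter and a minimum of 10 counts in every sample, the number of calls was 3370, 3303, 3397, 3330 and 2988. None of these shifted the median log2 fold change of all genes by more than 0.04.

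The choice of cutoff moved the number of calls. An adjusted p under 0.05 with no fold cutoff gave 5244 genes, 2610 higher and 2634 lower in KO. Testing against a fold change of 1.5 with glmTreat gave 1686 genes, 941 higher and 745 lower. In the simulation, 3.8% of glmTreat calls were unchanged genes, against 12.7% for the main test, and glmTreat called 64.0% of the changed genes, against 79% for the main test. The simulation differed from the real data in its number of changed genes and its spread, so these shares may not carry over.

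With at least 10 counts in every sample, the Th2 list had a median of 0.79 (adjusted p 0.126), the Th17 list 0.32 (0.206) and the dysTreg list 1.96 (0.0976), all past the threshold in the main test. This filter removes genes that were at or near 0 in WT, such as Il5 and S100a8, so it removes the largest rises. Under fry, the medians are those of the main test and the adjusted p differs. The shared cTreg and eTreg list at -0.19 (adjusted p 0.0101), the cTreg list at 1.80 (0.000861), the eTreg list at 0.83 (0.0144) and the FAO list at 0.10 (0.0196) passed, and the OXPHOS list at 0.11 (0.132) did not. Over all alternatives the adjusted p ran from 0.0101 to 0.286 for the shared list, 0.000861 to 0.102 for cTregs, 0.0144 to 0.201 for eTregs, 0.0196 to 0.52 for FAO and 0.000304 to 0.188 for OXPHOS. The cause of these differences was not tested. As used here, fry asks whether a list shifted in a common direction, without reference to other genes, and camera whether it changed more than other genes.

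Across the 6 fits that each left out 1 sample, calls ranged from 2867 to 3667 genes, with 1414 to 1862 higher and 1453 to 1805 lower. The OXPHOS median ranged from 0.069 to 0.158 and was not past the threshold without WT replicate 1 or without WT replicate 3. The shared list ranged from -0.23 to -0.10 and passed without WT replicate 1, and the cTreg list from 1.45 to 2.04 and passed without WT replicate 3. The Th17 list passed in each of these fits, but its median ranged from 0.798 to 2.462, with the highest value without WT replicate 3. Genes that changed direction were Il2ra (from -0.21 to 0.077), Tnfrsf4, which overlaps Sdf4 and is uncertain for that reason (-0.19 to 0.064), Tnfrsf18 (-0.19 to 0.035), Cd8b1 (-0.15 to 0.07), Hadhb (-0.068 to 0.036) and Lars2 (-0.38 to 1.07). Hadhb and Lars2, which were at 0.000 and 0.003 in the main test, also reversed when library totals alone were used, at -0.038 and -0.052, since that scaling shifted the median of all genes by -0.039. Apart from Lars2, these genes stayed between -0.21 and 0.077 in these fits. The cause of the changes without single samples was not tested, except that for Il2ra, Tnfrsf4, Tnfrsf18 and Cd8b1 the change came only without WT replicate 3. Among the named genes, 12 results were weaker and 3 stronger in these 6 fits, and 2 were weaker with library totals alone.

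Samples with the same replicate number did not deviate together (mean correlation of their deviations from the genotype mean 0.022), and they are different mice. With the replicate block, 3190 genes were called, 1629 higher and 1561 lower, and 3100 of them were among the calls without it. The list medians with the block were -1.12 for the Treg signature, 3.69 for Th1, 6.87 for Th2, 1.25 for Th17, 5.71 for dysTregs and 0.11 for OXPHOS, and none of the 11 lists changed sides of the threshold. The mitochondrially encoded OXPHOS genes, whose deviations had the same sign in same-numbered samples, had a median of -0.40 with the block (camera p 0.000389) and -0.41 without it (camera p 0.0109). These genes moved together between samples, so both camera p-values are likely too small. The Y-linked genes had a median of -0.81 with the block (camera p 0.0475) and -0.86 without it (camera p 0.0688). With the block and offsets for GC content and length, 3084 genes were called, 1820 higher and 1264 lower. The share of higher calls was then 59.0%, against 48.8% in the main test, and library totals alone gave 1521 higher and 1876 lower genes (44.8%). The balance between rises and falls therefore moves with both scaling and this correction.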

Other observations

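The tests of depth, of GC content and length on the number of calls, of other splits, and of X genes in WT replicate 3 were chosen before their results were seen, and the others below only after the pattern was seen.

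The 6 samples can be split 3 against 3 in 10 ways. Of these, 4 part all 3 same-numbered pairs as the genotypes do, and the other 6 part 1 pair each. None of the 9 other splits called any gene, and 47 to 273 genes had an unadjusted p under 0.05 in them. Among the 4 comparable splits, 1 of 4, the real one, gave as many calls in all, as many in either direction and a Zfp335 change as large. For each gene list except OXPHOS, 1 of 4 also gave a median as far from 0. The Treg, Th1, Th2 and Th17 lists were chosen for differing between these groups, so for them this outcome was likely in advance. Over all 10 splits, 2 gave a Th17 median and 4 an OXPHOS median as far from 0, the real split included, and 1 did for each of the other lists. For the OXPHOS list it was 2 of 4, since the split of WT replicates 1 and 3 with KO replicate 2 against the rest gave a larger median. A share of 1 in 4 is the smallest that these splits can give, so they cannot rule out a grouping by chance. Splits that mix genotypes also hold the genotype difference as spread within groups, which lowers their calls.

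Depth and base composition were tested as causes of the large number of calls. With every library thinned to the smallest total, 3318 genes were called, and with offsets for GC content and length 3218 were, of which 3001 were called in the same direction without them. Neither accounts for the number of calls. The offsets did change the balance between rises and falls, as given above.

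WT replicate 3 stood apart from the other WT samples. Against the mean of WT replicates 1 and 2, its 26 type I interferon response genes were all higher (median log2 difference 1.52, percentile 100 of 10000 expression-matched random lists). All 30 cell cycle genes were lower (-1.12, percentile 0), all 5 erythroid markers were lower (-2.02, percentile 0), and all 4 Y-linked genes were higher (0.94, percentile 99.99). A KO sample labelled as WT is unlikely, since Zfp335 in WT replicate 3 covered -0.053 of the log2 distance from WT replicates 1 and 2 to KO. Other labelling errors, such as a different tissue, cannot be seen from this gene. A different mix of male and female cells was tested with 4 X genes that escape inactivation. Their median deviation lay at percentile 23.54 of random lists. Eif2s3x and Kdm5c were lower than in both other WT samples, Ddx3x was higher than in both, and Kdm6a lay between them, so as a list they gave no clear sign of fewer female cells, and with 4 genes a small difference is not excluded. The lower erythroid markers leave open a different carry-over of erythroid cells, and a difference in tissue, age, litter or handling was not tested. These differences make WT the less precise group, and the size of the change in Foxp3 and in whole lists depends on this sample. The interferon response list, for example, was 0.29 higher in KO (median log2 fold change, camera p 0.0251, adjusted 0.0451) with all samples, and its fry adjusted p was 0.621. The median was 0.92 (camera p 1.07e-11) without WT replicate 3, 0.006 (camera p 0.187) without WT replicate 1 and -0.066 (camera p 0.231) without WT replicate 2. Its median was 5.01 and 5.07 log2 CPM in WT replicates 1 and 2, 6.51 in WT replicate 3, and 6.08 to 6.25 in KO.

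Cell cycle genes were higher in KO, 30 of 30 called, with a median log2 fold change of 1.66 (camera p 8.77e-13, adjusted over 9 lists 7.9e-12). The low values of WT replicate 3 add to this but do not account for it, since the median without that sample was 1.40. Across scalings the median was 1.62 to 1.68, and with offsets for GC content and length 1.74. A larger share of dividing cells among KO Tregs is a candidate explanation. B cell markers went both ways in KO, 7 higher and 7 lower (median 0.01, camera p 0.508). Of these, 1 was called higher and 3 lower. The fry test for a shift in a common direction gave the list an adjusted p of 0.0103, and the direction was not kept. The median of the list did not rise, but its members went both ways and fry found a shift, so carry-over of B cells is not excluded. Erythroid markers were lower (5 of 5), which goes against carry-over of erythroid cells. Carry-over of other dividing cells, such as conventional CD4+ T cells, was not tested, so the pattern cannot be told apart from it.

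Genes of cytotoxic and NK cells were higher in KO. Of 11 markers, 10 were higher and 9 were called (median log2 fold change 2.46, camera p 1.68e-06, adjusted 7.56e-06), among them Klrc1, Klrk1 (5.05), Klrd1 (5.82), Prf1 (2.83) and Eomes (2.29). Carry-over of CD8 T cells was tested with both chains of their co-receptor. Cd8b1 did not rise (log2 fold change -0.076), which goes against CD8 T cells as the source of these rises. Cd8a was called higher at a low level, from 1.86 to 3.71 CPM (log2 fold change 0.997, SE 0.37, edgeR adjusted p 0.0665). That call was lost without WT replicate 2 (edgeR adjusted p 0.108), KO replicate 1 (0.182) or KO replicate 3 (0.182). For carry-over of NK cells, Ncr1 had a log2 fold change of 1.28 (SE 0.60, edgeR adjusted p 0.13) at 0.940 CPM in KO, far below the rises of Klrc1 (8.43) and Klrd1. That goes against NK cells as the main source of those rises, but the error of Ncr1 at this low count does not exclude a small carry-over. A contribution of NK cells therefore cannot be told apart from expression by the Tregs themselves, and the rise of Cd8a was not explained.

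S100a8 and S100a9, which the study used as dysTreg markers, were counted only in KO, at about 2 CPM. The 10 other myeloid and neutrophil markers tested had a median log2 fold change of 1.03, with 7 higher in KO, 5 of them called, and 1 called lower (camera p 0.0941, fry p 0.00136). The genes called higher were Itgam, Csf1r, Fcgr3, Lyz2 and Csf3r. Of these, Csf3r, a neutrophil gene, rose from 0.251 to 1.48 CPM (log2 fold change 2.56, edgeR adjusted p 0.034). Its log2 fold change ran from 2.074 to 4.045 across the fits that each left out 1 sample. Without KO replicate 1 it was not called (2.376, edgeR adjusted p 0.111). Carry-over of a few myeloid cells into the KO samples could give such levels. The called markers lean towards it, and the list as a whole did not stand apart from other genes under camera.

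The 13 mitochondrially encoded OXPHOS genes were all lower in KO (median log2 fold change -0.41, camera p 0.0109, adjusted 0.0246), while the nuclear OXPHOS list was slightly higher (0.11). This camera p assumes an inter-gene correlation of 0.01, but these genes moved together between samples. Against the mean of the other WT samples, 1 of 13 was higher in WT replicate 1 and 12 were in WT replicate 2. The camera p is therefore likely too small, and 13 falls are not 13 independent results. Of these 13 genes, 1 was called. The highest median of the mitochondrial list across 4 scalings was -0.39. Scaling shifts all genes of a sample alike, so it cannot give a gap between the mitochondrial and nuclear lists. That gap was 0.52 under each of the 4 scalings. How far each list lies from 0 does depend on scaling, so its effect on the size of the mitochondrial fall is left open. Under fry the adjusted p of the mitochondrial list was 0.0849. Samples of one genotype also differed, and the median deviation of the list from the other samples of the genotype had the same sign in WT and KO at each replicate number (-0.39 and -0.30 for replicate 1, 0.31 and 0.19 for replicate 2, 0.10 and 0.11 for replicate 3). None of the 13 genes had GC content and length values (0 of 13), so a check of those was void. A lower level of mitochondrial transcripts in KO may be of interest beside the study's question, and RNA handling was not tested as a source.

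All 4 Y-linked genes were lower in KO (median log2 fold change -0.86, camera p 0.0688, adjusted 0.0885), and 3 were called. The 4 X genes that escape inactivation were all higher, by a median of 0.35 (camera p 0.0443, adjusted 0.0664, fry adjusted p 0.00179). None passed the fold cutoff, and Kdm6a, Ddx3x and Eif2s3x had edgeR adjusted p of 0.00333, 0.00678 and 0.0395. A larger share of female cells in the KO samples could give both. The X genes had a camera p of up to 0.0773 across the 6 fits that each left out 1 sample, so this test did not settle it. Without WT replicate 3 the Y-linked median was -0.54 (camera p 0.0461). The sex of the mice was not given in the labels, and its effect on other genes was not tested.

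Lars2, chosen after its values were seen, had 443701 counts in WT replicate 1, or 12050.0 CPM, against 2413 and 3200.0 CPM in WT replicates 2 and 3. KO values were 5326, 5605 and 6774 CPM. No explanation was tested.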
